# Genome-wide analysis of TFIIB’s role in termination of transcription

**DOI:** 10.21203/rs.3.rs-4619136/v1

**Published:** 2024-07-15

**Authors:** Michael J. O’Brien, Jared Schrader, Athar Ansari

**Keywords:** Budding Yeast, Genome-wide Analyses, RNA polymerase II, TFIIB, Transcription

## Abstract

This study provides evidence that the role of TFIIB extends beyond initiation to include the termination step of transcription. Using GRO-seq analyses, we compared terminator readthrough phenotype in *sua7-1* mutant (TFIIB^*sua7-1*^) and the isogenic wild type (TFIIB^*WT*^) strains. Approximately 74% of genes analyzed exhibited a 2–3-fold increase in readthrough of the poly(A)-termination signal in the TFIIB^*sua7-1*^ mutant compared to TFIIB^*WT*^ cells. Mass spectrometry of affinity purified TFIIB from chromatin fraction found TFIIB exhibiting interaction with CF1A and Rat1 termination complexes in TFIIB^*WT*^ cells. There was, however, a drastic decrease in TFIIB interaction with CF1A and Rat1 termination complexes in the TFIIB^*sua7-1*^ mutant. ChIP assays revealed about 90% decline in recruitment of termination factors in TFIIB^*sua7-1*^ mutant compared to wild type cells. The overall conclusion of these results is that TFIIB affects termination of transcription on a genome-wide scale, and TFIIB-termination factor interaction may play a crucial role in the process.

## Introduction

TFIIB is a general transcription factor (GTF) and an essential component of the preinitiation complex (PIC). During initiation of transcription, TFIIB performs a critical role in promoter recognition, RNAPII recruitment, and transcription start site selection (Woychik and Hampsey, 2002; Luse, 2014). It binds directly to sequences in the promoter region and makes multiple contacts with the components of the PIC (Lagrange et al., 1998; Deng and Roberts, 2005; Rhee and Pugh, 2012). Genome-wide analyses employing ChIP-Seq demonstrated TFIIB occupancy in the 5’ end of genes (Venters and Pugh, 2013; Pugh and Venters, 2016; Rossi et al., 2021) in accordance with its established role in initiation of transcription. It was, however, surprising to find TFIIB occupying the 3’ end of many genes in budding yeast (Singh and Hampsey, 2007; Mavrich et al., 2008; El Kaderi et al., 2009; Mayer et al., 2010; Medler et al., 2011; Murray et al., 2012; Al-Husini et al., 2013). At least in some genes, TFIIB ChIP signal at the 3’ end may be due to the presence of anti-sense promoter there (Mapendano et al., 2010). Another study using the ChIP-exo approach, however, failed to identify TFIIB at the 3’ end of yeast genes (Rhee and Pugh, 2012). The ChIP-exo approach involves digestion of immunoprecipitated chromatin with λ exonuclease, which digests the DNA except the region protected by the bound protein. The lack of 3’ TFIIB occupancy by ChIP-exo, therefore, suggests TFIIB does not directly bind to the DNA near the 3’ end.

The ChIP-exo results suggest that TFIIB crosslinks to the 3’ end of genes due to protein-protein interactions. This view is supported by the discovery of multiple interactions of TFIIB with the factors operating at the 3′ end of genes (reviewed in Al-Husini et al., 2020). One of the first and noteworthy among these interactions was with Ssu72, which is a subunit of the CPF 3′ end processing-termination complex. TFIIB exhibits both a genetic and physical interaction with Ssu72 (Pinto et al. 1994; Sun and Hampsey 1996; Wu et al., 1999; Allepuz-Fuster et al., 2019). Further investigation revealed interaction of TFIIB with yeast CF1 termination complex subunit Rna15 as well as its human homolog CstF64 (El Kaderi et al., 2009; Wang et al., 2010). The yeast study culminated in purification of a complex of TFIIB with Rna14, Rna15, Pcf11, Clp1 and Hrp1 subunits of CF1 complex (Medler et al., 2011). In addition to the CF1 complex, TFIIB was shown to interact with a number of subunits of CPF 3’ end processing-termination complex (Chereji et al., 2017). Recently, we demonstrated that the interaction of TFIIB with all three yeast termination complexes takes place almost exclusively in the context of transcriptionally active chromatin (O’Brien and Ansari, 2024). Taken together, these studies strongly suggested that TFIIB may have a hitherto unidentified role in the termination step of transcription.

Although most of the TFIIB-termination factor interactions were observed in yeast, the first report of the factor playing a role in termination came from a mammalian study (Wang et al., 2010). This study also found that TFIIB phosphorylation at serine-65 is necessary for its termination function. TFIIB serine-65 phosphorylation regulates its interaction with the Cstf-64 subunit of the CstF termination complex and facilitates recruitment of the complex at the 3’ end of a gene (Wang et al., 2010). In budding yeast, TFIIB’s involvement in termination was demonstrated using the *sua7-1* mutant, which has glutamic acid replaced by lysine at the 62^nd^ position (Allepuz-Fuster et al., 2019). In this mutant, the promoter recruitment of TFIIB remains unaffected, but its terminator occupancy is diminished (Singh and Hampsey, 2007). Consequently, the recruitment of termination factors at the 3’ end of genes is compromised in the *sua7-1* mutant leading to a termination defect (Allepuz-Fuster et al., 2019). TFIIB also affects poly(A)-independent termination, which is an alternate pathway for termination of transcription unique to budding yeast (Roy and Chanfreau, 2018). A role of TFIIB in poly(A)-dependent termination was demonstrated in flies as well (Henriques et al., 2012).

TFIIB has been implicated in termination of transcription of just a few genes in budding yeast and humans, and only one gene in flies. The global role of TFIIB in termination, however, remains largely unexplored (Wang et al., 2010; Henriques et al., 2012; Allepuz-Fuster et al., 2019). The biochemical basis of TFIIB’s contribution to termination is also unclear. Understanding the prevalence of TFIIB involvement in termination and the mechanistic basis of this function is crucial for understanding its comprehensive role in the transcription cycle. We therefore performed GRO-seq analysis and mass spectrometry of affinity purified TFIIB from wild type and the *sua7-1* mutant. Our results demonstrate that TFIIB-termination factor interaction affects termination of transcription on a genome-wide scale in budding yeast.

## Results

### TFIIB affects termination of transcription on a genome-wide scale

To determine the role of TFIIB in termination, we used the *sua7-1* mutant of TFIIB (TFIIB^*sua7-1*^). This mutant has glutamic acid replaced by lysine at position 62 (E62K) (Pinto et al., 1994). The mutant is cold-sensitive and exhibits altered transcription start site selection (Sun and Hampsey, 1996). The binding affinity of TFIIB^*sua7-1*^ for the promoter, as well as its interactions with TBP and RNAPII, are comparable to that of wild type TFIIB (TFIIB^*WT*^) (Cho and Buratowski, 1999). The recruitment of general transcription factors and RNAPII onto the promoter during assembly of the preinitiation complex is also indistinguishable from wild type (Cho and Buratowski, 1999). TFIIB has been observed to crosslink to the 3’ end of genes in TFIIB^*WT*^ cells (Singh and Hampsey, 2007). In TFIIB^*sua7-1*^, however, the 3’ end crosslinking is lost and consequently, promoter-terminator crosstalk or gene looping is diminished as well (Singh and Hampsey, 2007). Therefore, the TFIIB^*sua7-1*^ mutant is a suitable target for investigating a termination defect at the 3’ end of genes.

To determine the role of TFIIB in termination, we performed ‘Transcription Run-On’ (TRO) assays in TFIIB^*sua7-1*^ and TFIIB^*WT*^ cells for *BLM10*, *HEM3*, *SEN1*, *CBK1*, *KAP123* and *SUR1* genes. These genes were selected because their next immediate downstream gene is at least 500 bp away and therefore any termination defect can be determined with confidence. The TRO assay detects the presence of transcriptionally active polymerases on a gene. When termination is defective, TRO signal is detected downstream of the poly(A) termination site (Figure 1A). Strand-specific TRO analysis revealed that in all six genes, there was a strong polymerase signal in the coding region before the poly(A) site in wild type cells (Figure 1B and 1C, blue bars). There was, however, a strongly reduced or undetectable polymerase signal in the region downstream of the poly(A) site (Figure 1B and 1C, blue bars). In TFIIB^*sua7-1*^ cells, though there was no difference in the TRO signal upstream of the poly(A) site compared to the wild type, there was a dramatic increase in TRO signal in the downstream regions of all six genes (Figure 1B and 1C, red bars). This revealed failure to read the termination signals efficiently in the TFIIB^*sua7-1*^ mutant, and continued transcription of downstream regions. The termination defect in TFIIB^*sua7-1*^ cells is not due to an indirect effect of mutation on termination factor levels as Western blot signal of Rna15 and Pta1 is similar in the wild type and TFIIB^*sua7-1*^ cells (Supplementary Figure 1).

These results prompted us to examine TFIIB’s involvement in termination on a genome-wide scale. To accomplish this we used the ‘Global Run-On-Seq’ (GRO-seq) approach, which is the genome-wide version of the strand-specific TRO approach (Core et al., 2008). Briefly, GRO-seq involves incorporation of BrUTP in newly synthesized RNA, affinity purification of nascent labelled-RNA, reverse transcription, and high throughput sequencing of cDNA library as shown in Figure 2A. GRO-seq provides a high resolution snapshot of the position and density of actively transcribing polymerase in a strand specific manner (Figure 2B). 

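The data are readthrough indices (RTI) of 337 genes in 7 GRO-seq libraries of budding yeast, 3 from the sua7-1 mutant and 4 from wild type (WT) cells. The sua7-1 allele changes TFIIB, the general transcription factor that bridges the promoter-bound factors and RNA polymerase II. Cells were grown at 30 °C to an A600 of 0.8, and nascent transcripts were labelled with BrUTP in a 5 min run-on at 30 °C. The mutant libraries carry the replicate numbers 2, 3 and 4 and the WT libraries the numbers 1 to 4. The paper gives 3 biological replicates per strain and does not say which WT libraries these are, so all 4 were used and each is reported. An RTI was listed for 314, 325 and 337 genes in sua7-1 replicates 2, 3 and 4, for 325, 334 and 336 genes in WT replicates 1, 2 and 3, and for 38 genes in WT replicate 4. Within a strain, the RTI of the genes had a Spearman correlation between libraries of 0.85 to 0.96 across genes, which are not independent replicates, and no pair of libraries held an equal RTI above 0 for any gene. The authors trimmed adapters with cutadapt, aligned the reads to the S288C genome, counted reads from 50 to 500 nt after and before the annotated mRNA 3' end, and deposited the ratio of the downstream to the upstream reads for each gene and library. Read numbers were not part of the values analysed, so the depth of each library is unknown and no counting error can be given. Some listed ratios are simple fractions, as small read numbers would give. Examples are 0.5 for FPR1 in sua7-1 replicate 3 and 0.25 for CCW12 in sua7-1 replicate 2. The paper, however, kept genes with at least 1 read per nucleotide of coding region in at least 3 replicates. Very few reads in an upstream window would be hard to reconcile with that limit, which could not be checked without read numbers. From these ratios, mean and median RTI were computed per library and compared between strains by an exact permutation test of the libraries, and each gene was tested with limma on log2(RTI + 0.002). A fold change on this scale understates the change of genes with an RTI near 0.002.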

GRO-seq was performed with TFIIB^*sua7-1*^ and TFIIB^*WT*^ strains with three biological replicates. GRO-seq samples were first stripped of adapter sequences using cutadapt. The 3’ end reads were then aligned to the yeast s288c genome downloaded from SGD (version R64–3-1). Throughout this analysis, we used the 3’ annotated end of mRNAs from SGD for cells grown in YPD media corresponding to the poly(A) cleavage site. We restricted our analysis to 2501 protein coding genes whose 3’ ends were at least 500 bp away from the neighboring gene on the same strand. This was done because of the compact nature of the yeast genome, which often results in the terminator region of a gene overlapping with the promoter or terminator elements of the neighboring gene. To restrict our analysis to transcriptionally active genes in YPD growth conditions, we selected mRNAs that were at least 500 nucleotides in length or longer, and whose expression value was more than or equal to 1 read/nucleotide within the CDS in at least three biological replicates. 

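Ribosomal protein genes were the gene list with the most members among the genes kept by the authors. Of the lists set before the data were examined, 67 of 138 cytosolic ribosomal protein genes, 12 of 38 translation factor genes, 16 of 69 genes of amino acid and one-carbon synthesis, 16 of 36 genes of cell wall and secreted proteins and 13 of 32 chaperone genes are among them. In the annotation of S. cerevisiae R64, 331 of the 337 genes were found, with a median coding span of 1029 nt including introns. The next gene downstream lies on the opposite strand, in convergent orientation, for 254 of these genes, and on the same strand, in tandem, for 77. For 220 genes a gene of the opposite strand ends within 500 nt of the stop codon. The next gene on the same strand begins at a median of 2290 nt after the stop codon. In 28 genes this distance is under 500 nt, as for PGA3, which is followed by ERG13 after 225 nt, and VTC4, which is followed by MAD3 after 193 nt, both chosen after their values were seen. An RTI is listed in all 7 libraries for 33 genes, in 6 libraries for 258 and in 5 libraries for 46. By systematic name, all of the 33 genes but TRX1 lie on the forward (Watson) strand of the genome.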

We therefore performed our final analysis with 337 genes that satisfied all benchmarks described above. To avoid the results being skewed in favor of long and highly expressed genes, we normalized by dividing the number of reads with the length of the gene.

To compare the termination of transcription in TFIIB^*sua7-1*^ and TFIIB^*WT*^ cells, GRO-seq reads were aligned in a 200 bp window upstream and 200 bp downstream of the poly(A) site. A metagene plot shows both TFIIB^*WT*^ and TFIIB^*sua7-1*^ exhibiting a similar GRO-seq profile in the region upstream of the poly(A) site (Figure 2B). There was, however, a sharp drop in number of reads beyond the poly(A) site in TFIIB^*WT*^ cells (Figure 2B, blue line). In TFIIB^*sua7-1*^ also there was a decrease in the number of reads after the poly(A) site, but the number of reads was higher than in TFIIB^*WT*^ (Figure 2B, red line). Heat maps of individual replicates demonstrate that there is hardly any detectable GRO-seq signal beyond the poly(A) site in TFIIB^*WT*^ cells in all replicates (Figure 2C). 

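In WT cells, many genes had little signal downstream of the poly(A) site, with a share that varied between libraries. An RTI under 0.01, meaning fewer than 1 read downstream per 100 upstream, was found for 39.4% of genes in WT replicate 1, 69.2% in replicate 2, 67.9% in replicate 3 and 42.1% of the 38 genes in replicate 4. The mean was 54.6% ± 16.1 (SD, n = 4). Exactly 0 was listed for 10, 36, 27 and 1 genes in these libraries. In 6 genes, among them FPR1, a prolyl isomerase, and GLC7, a protein phosphatase chosen after its values were seen, every WT library with a value was listed at 0. The WT genes with signal downstream included RPS14A, a ribosomal protein gene with a near-identical copy that may share its reads, which had a mean RTI of 1.96 over the WT libraries, and PDX1, a subunit of pyruvate dehydrogenase with a mean of 0.270, both chosen after their values were seen. Without the read numbers, an RTI of 0 cannot be set against the number of reads behind it.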

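At a limit of 0.01, each mutant library had downstream signal for a larger share of its genes than any WT library. An RTI of 0.01 or more was found for 77.1% of genes in sua7-1 replicate 2, 92.0% in replicate 3 and 86.4% in replicate 4, with a mean of 85.1% ± 7.54 (SD, n = 3), against 45.4% ± 16.1 (SD, n = 4) in WT. The exact permutation test over the libraries gave p = 0.029 (two-sided), the smallest that 3 against 4 libraries allow. With the limit set at an RTI of 0.005 the difference in the share of genes under it was -32.0 percentage points (exact permutation test, p = 0.057, two-sided). There too every mutant library had a smaller share than any WT library, but another split gave an absolute difference at least as large. At a limit of 0.02 the difference was -46.6 percentage points (exact permutation test, p = 0.029, two-sided). For signal of any strength the strains overlapped. Exactly 0 was listed for 11, 4 and 4 genes in sua7-1 replicates 2, 3 and 4, and the share of genes at 0 differed by -4.16 percentage points (exact permutation test, p = 0.17, two-sided).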

In the TFIIB^*sua7-1*^ mutant, however, nearly 70% of genes exhibited a varying degree of GRO-seq signal in the region downstream of the poly(A) site in all three replicates (Figure 2C). 

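The strength of the signal differed widely between genes of the mutant. An RTI above 0.1 was reached by 27.4%, 44.9% and 36.8% of genes in sua7-1 replicates 2, 3 and 4, and by 7.89% to 12.3% of genes in the WT libraries. Among the genes with the strongest signal was TEF1, encoding translation elongation factor 1 alpha and near-identical to its copy TEF2, with RTI values of 1.06, 3.76 and 2.33 in the mutant and 0.374, 0.0594 and 0.101 in WT replicates 1, 2 and 3 (chosen after its values were seen). SSE1, an Hsp110 chaperone, had a mean RTI of 0.844 ± 0.205 (SD, n = 3) in the mutant and 0.0532 ± 0.0578 (SD, n = 3) in WT. At the other end, ECM33, a cell wall protein gene, was listed at 0 in sua7-1 replicates 2 and 3 and at 0.00206 in replicate 4. The lower quartile of the genes lay at an RTI of 0.0227 ± 0.0116 (SD, n = 3) in the mutant and 0.00288 ± 0.00184 (SD, n = 4) in WT, and the upper quartile at 0.157 ± 0.0496 and 0.0257 ± 0.0143.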

Genes in the bottom 40% section of the heat map show strong GRO-seq signal while upper 25% of genes show no GRO-seq signal after the poly(A) site in the mutant (Figure 2C). These results indicate that, in nearly two-thirds of the analyzed genes, the polymerase was unable to read the poly(A) termination signal efficiently in TFIIB^*sua7-1*^ cells leading to an enhanced readthrough in the region downstream of the poly(A) site (Figures 2C).

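Gene by gene, 319 of 337 genes had a higher mean RTI in the mutant and 18 a lower one. For 264 genes (78.3%) every sua7-1 library lay above every WT library, and for 9 genes every sua7-1 library lay below. For a single gene, chance alone gives complete separation in one direction in 5% of cases with 3 values against 3 and 2.86% with 3 against 4. The rate is higher where a strain has only 2 values. All genes share the same 7 libraries and can move together, so these rates do not measure how rare a count of 264 is. The separated genes included THR4, encoding threonine synthase, with RTI values of 0.126, 0.311 and 0.160 in sua7-1 replicates 2, 3 and 4 and 0.0106, 0.00341 and 0.00452 in WT replicates 1, 2 and 3. NTF2, a nuclear transport factor, had 0.0579, 0.0767 and 0.0742 in the mutant and 0.00262, 0.000521 and 0.000900 in WT. For DED1, an RNA helicase of translation initiation, the libraries overlapped, with 0.0465, 0.0430 and 0.0380 in the mutant and 0.0421, 0.0208 and 0.0870 in WT.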

To further characterize the role of TFIIB in termination on a genome-wide scale, we calculated the readthrough index (RTI) in the mutant and wild type cells as described in (Baejen et al., 2017). The RTI was calculated by measuring the ratio between the number of read counts 500 bp downstream and 500 bp upstream of the poly(A) site, excluding a region 50 bp directly up- and downstream of the poly(A) site as shown in Figure 3A. A termination defect is expected to result in more GRO-seq reads downstream of the poly(A) site compared to the upstream region and therefore a higher RTI value.

The RTI value in the mutant (RTI=0.139) registered a statistically significant 3-fold increase over the wild type cells (RTI=0.046) (Figure 3B). These results suggest that TFIIB affects termination of transcription on a genome-wide scale in budding yeast. 

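Over all 337 genes, the mean RTI of a library was 0.218 ± 0.0314 (SD, n = 3) in the mutant and 0.142 ± 0.129 (SD, n = 4) in WT. The mean of each library covers the genes with a value in it, which are only 38 in WT replicate 4. The mutant libraries 2, 3 and 4 had 0.245, 0.225 and 0.184, and the WT libraries 1 to 4 had 0.303, 0.189, 0.0423 and 0.0350, so that the strains overlapped (exact permutation test, p = 0.23 one-sided and p = 0.37 two-sided). Of the summed mean RTI of all genes, ARO2 alone made up 35.3% in the mutant and 80.6% in WT. ARO2 (YGL148W), encoding chorismate synthase and chosen after its values were seen, had an RTI of 45, 16 and 15.4 in the mutant and 81 and 48.5 in WT replicates 1 and 2, with no value in the other WT libraries. Ratios such as 45, 16 and 81 are whole numbers, as an upstream window with very few reads would give, which was not tested. So few reads would be hard to reconcile with the paper's limit on reads per nucleotide of coding region. It lies on chromosome VII of R64 from 226399 to 227529, and the convergent ribosomal protein gene RPL9A ends 224 nt after its stop codon. Without ARO2, an alternative chosen after the data were seen, the mean RTI was 0.139 ± 0.0371 (SD, n = 3) in the mutant and 0.0438 ± 0.00795 (SD, n = 4) in WT, and every mutant library lay above every WT library (exact permutation test, p = 0.029 two-sided, the smallest possible). With the RTI of each gene averaged over libraries first, the mean over 337 genes was 0.214 in the mutant and 0.238 in WT.

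**Figure D1:**
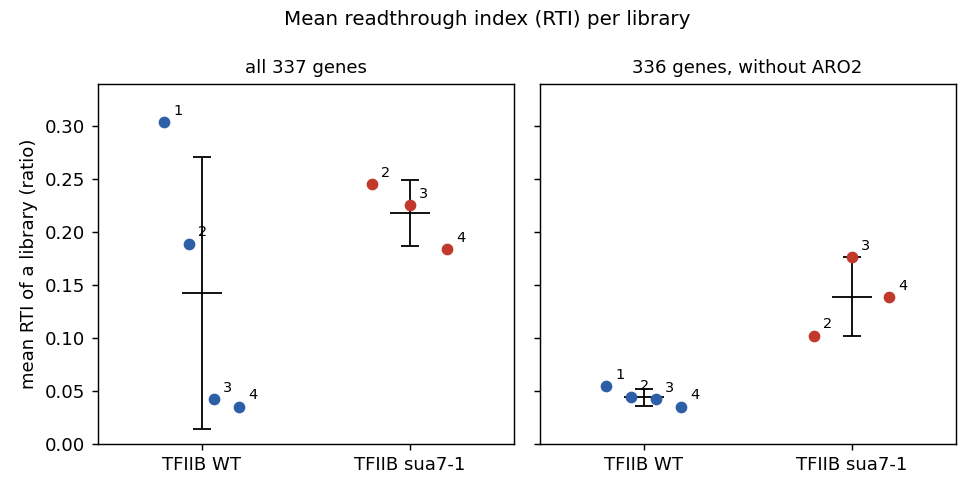
Mean RTI of each library (vertical axis, ratio) for the WT and sua7-1 strains over 337 genes on the left and 336 genes without ARO2 on the right. Points are libraries with their replicate numbers, and bars show the mean and SD of a strain. Each point covers the genes with a value in that library, only 38 in WT replicate 4. With ARO2, WT replicates 1 and 2 sit at 0.303 and 0.189, and without it all WT libraries sit between 0.0350 and 0.0543.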

The RTI values in Figure 3B represent mean values, which are a good indicator of the trend if data follow a symmetric distribution. The mean values, however, can be skewed by outliers. In contrast, median values are not affected by outliers and more accurately represent the general trend. Therefore, to further probe if termination in the mutant is affected on a genome-wide scale, median RTI values of genes in the mutant and the wild type strains for all replicates were charted in a box and whisker plot. 

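In the middle of the distribution the strains were set apart in every library. The median RTI was 0.0414, 0.0850 and 0.0680 in sua7-1 replicates 2, 3 and 4, and 0.0142, 0.00349, 0.00459 and 0.0150 in WT replicates 1, 2, 3 and 4. The mean of the library medians was 0.0648 ± 0.0220 (SD, n = 3) in the mutant and 0.00932 ± 0.00613 (SD, n = 4) in WT, a ratio of 6.95, and every mutant library lay above every WT library (exact permutation test, p = 0.029 one-sided and two-sided, the smallest that 3 against 4 libraries allow). Over the 33 genes with an RTI in all 7 libraries, nearly all on the forward strand, the medians were 0.0910 ± 0.0250 (SD, n = 3) and 0.0117 ± 0.00697 (SD, n = 4). Leaving out any library leaves 3 against 3 or 2 against 4, for which the smallest two-sided p is 0.1 or 0.067.

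**Figure D2:**
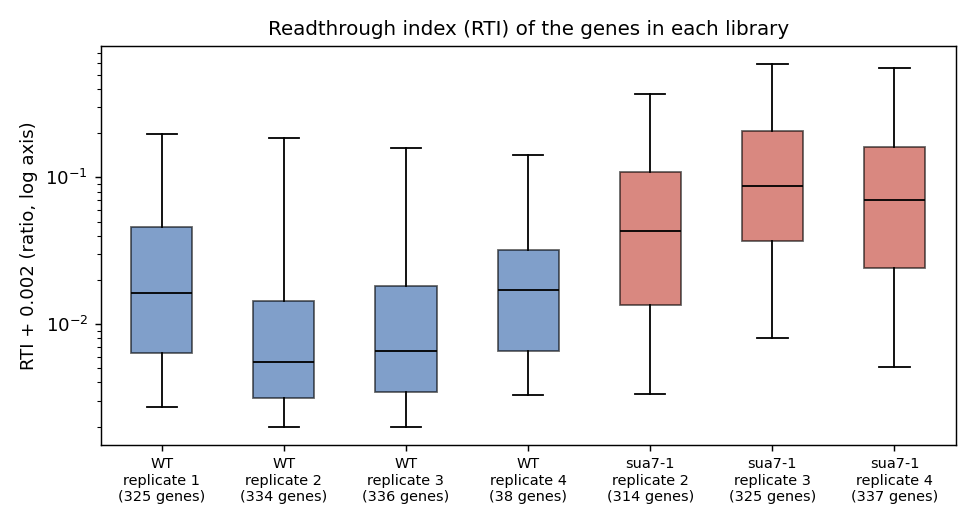
RTI of the genes in each library, drawn as RTI + 0.002 on a log axis so that values of 0 can be shown. Boxes span the quartiles with the median as a line, and whiskers reach the 5th and 95th percentiles. The medians of the sua7-1 libraries, 0.0414 to 0.0850 before 0.002 was added, lie above those of the WT libraries, 0.00349 to 0.0150.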

Median RTI values calculated from this plot are 0.063 and 0.008 for TFIIB^*sua7-1*^ and TFIIB^*WT*^ respectively (Figure 3C), making the median RTI >7-fold higher than wild type. These results corroborate the conclusion drawn from mean RTI values shown in Figure 3B that TFIIB affects termination of transcription on a genome-wide scale.

We next determined what fraction of genes used in this analysis display defective termination in TFIIB^*sua7-1*^. The log2 values of RTI ratios of TFIIB^*sua7-1*^ / TFIIB^*WT*^ for all genes were plotted as a function of *p*-values (Figure 3D). The boxed area in the plot represents all genes that exhibit log2 RTI ratio of more than one, indicative of a 2-fold increase in the RTI of TFIIB^*sua7-1*^ compared to TFIIB^*WT*^, and a *p*-value of less than 0.05. Based on these criteria, nearly 73.8% genes analyzed in this study show a statistically significant dependence on TFIIB for efficient termination of their transcription. This is in contrast to Pcf11 and Ysh1, which affect termination of more than 90% of genes in yeast (Baejen et al., 2017). Thus, TFIIB is not an essential termination factor like CPF and CF1 3’ end processing-termination complexes but has a significant effect on termination of nearly three fourths of genes used in our analysis.

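The RTI rose in the mutant for 253 of 337 genes (75.1%), fell for 3 and passed the test in neither direction for 81 (limma, log2 fold change beyond 1 and Benjamini-Hochberg adjusted p under 0.05). Of the genes that rose, 45 did so by less than 4-fold, 103 by 4-fold to 8-fold and 105 by 8-fold or more on the log2(RTI + 0.002) scale. CPR1 (YDR155C), encoding cyclophilin A, went from an RTI of 0.00270 ± 0.00102 (SD, n = 3) in WT to 0.160 ± 0.0641 (SD, n = 3) in the mutant. Its log2 fold change was 5.05 (standard error 0.51, adjusted p = 9.2e-05 from limma), and it lies on chromosome IV of R64 from 768512 to 769000. SSH1, a subunit of an endoplasmic reticulum translocon, went from 0.00895 ± 0.00551 to 0.299 ± 0.0612, a log2 fold change of 4.88. ABF2, which packages mitochondrial DNA, had a log2 fold change of 4.65, and HHF2, a histone H4 gene whose coding sequence is near-identical to that of HHF1, one of 4.96. PRE8, a proteasome subunit, had a log2 fold change of 4.77, and HYR1, a thiol peroxidase, one of 4.68. HHF2, PRE8 and HYR1 had no value in sua7-1 replicate 2, the mutant library with the lowest median RTI (0.0414). Their changes rest on 2 mutant libraries each. TRX1 (thioredoxin), THS1 (threonyl-tRNA synthetase), ERG25 (a sterol oxidase) and RPP2B (a ribosomal stalk protein) had log2 fold changes of 3.47, 3.99, 4.40 and 4.23. FPR1 was listed at 0 in WT replicates 1, 2 and 3 and at 0.316, 0.5 and 0.667 in the mutant. Values such as 0.5 and 0.667 are simple fractions, so this rise may rest on few reads. KAP123, a nuclear import receptor and the only one of the run-on genes of Figure 1 among the 337, rose from 0.00683 ± 0.00838 to 0.0716 ± 0.0350 (SD, n = 3), a log2 fold change of 3.38. The 3 genes that fell were GPM1 (phosphoglycerate mutase), RPS12 (a ribosomal protein) and ARO8 (an aminotransferase), with log2 fold changes of -1.71, -1.54 and -3.31. ARO8 had an RTI of 0 and 0.0645 in sua7-1 replicates 2 and 4, and of 0.111, 0.167 and 0.0769 in WT replicates 1, 2 and 3. Such values resemble fractions of small read numbers, so its fall may rest on few reads. With each library divided by its median RTI, which asks only how genes moved relative to each other, 21 genes rose and 57 fell, and the median log2 fold change of all genes was -0.20. By the one-sided test with unequal variance that the legend of Figure 3D names, 191 genes passed unadjusted with a ratio of means above 2 and 16 passed after Benjamini-Hochberg adjustment, while by the p-values of the authors' deposited table, a setting chosen after the values were seen, 248 passed unadjusted and 224 adjusted. From the genes within the limits of fold and p-value drawn in Figure 3D, the paper concludes that most of the analysed genes depend on TFIIB for efficient termination.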

Next, we searched for common features among genes that conferred dependence on TFIIB for efficient termination of transcription. Genes whose termination is affected by TFIIB do not display common predicted structures or enriched sequence motifs. 

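Both short and long genes rose in the mutant. With genes ordered by coding span, 63 of 83 genes of 78 to 684 nt, 58 of 83 genes of 691 to 1029 nt, 65 of 82 genes of 1038 to 1533 nt and 64 of 83 genes of 1536 to 4077 nt rose, with median log2 fold changes of 2.73, 2.10, 2.47 and 2.56. Among short genes, NOP10, which encodes a small nucleolar ribonucleoprotein component, had a log2 fold change of 3.84, and among long ones KAP123 and PMA1, the plasma membrane proton pump, also rose (2.99 for PMA1). Across 331 genes, which are not independent replicates, the coding span had a Spearman correlation of -0.022 (permutation p = 0.69, adjusted p = 0.69 over 5 relations) and a Pearson correlation of -0.016 (permutation p = 0.77) with the log2 fold change. The RTI itself was higher in longer genes in WT, with a Spearman correlation of 0.20 (permutation p = 0.00023, adjusted p = 0.00057), while Pearson's correlation was -0.0077 (permutation p = 0.89). In the mutant the Spearman correlation was 0.11 (permutation p = 0.041, adjusted p = 0.051) and Pearson's -0.0070 (permutation p = 0.90). The difference between the strains was not tested. Pearson's values with the RTI used the mean RTI itself, of whose sum ARO2 alone made up 80.6% in WT and 35.3% in the mutant. They thus say little about the other genes. The span is that of the R64 annotation from start to stop codon, introns included, and 54 of the 331 genes have one under 500 nt.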

TFIIB-linked termination is also not related to the length of genes (Supplementary Figure 2A). Furthermore, the TFIIB-associated termination phenotype could not be linked to the presence or absence of TATA-box in the promoter of the gene (Supplementary Figure 2B). Both TATA and TATA-less promoter containing genes exhibited similar RTI value distribution in TFIIB^*sua7-1*^ strain (Supplementary Figure 2B). Ontological analysis revealed that TFIIB termination dependence was more pronounced in genes associated with translation and ribosomal function which is not surprising as the fraction analyzed here was already enriched in genes associated with ribosomal function (Supplementary Figure 2C). Thus, TFIIB role in termination cannot be attributed to a particular functional category of genes.

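Most ribosomal protein genes rose, a share near that of the other genes. Of 67 measured cytosolic ribosomal protein genes, 49 rose in the mutant, 1 fell and 17 passed the test in neither direction, which are also the counts of rises and falls adjusted over the list alone. This is 73.1% of the list against 75.6% of the other genes (Fisher's exact test, p = 0.75, two-sided). Their median log2 fold change was 2.22, against 2.44 over all genes, a difference of -0.22, and -0.23 with each library divided by its median RTI, a difference of -0.03 from all genes, whose median that division also moves below 0. The list did not differ from the others by camera (adjusted p = 0.67). With an estimated correlation of 0.683 the adjusted p from camera was 0.86, but at such an estimate camera can miss a real difference. RPL11A and RPS17A had the largest changes, from an RTI of 0.00999 ± 0.00847 to 0.229 ± 0.127 and from 0.00669 ± 0.00464 to 0.152 ± 0.0454 (SD, n = 3 each). Both have near-identical copies in the genome so reads of their upstream windows may be shared with the copy. RPS12 went from 0.192 ± 0.0675 to 0.0635 ± 0.0156 (SD, n = 3 each), a call that was lost without sua7-1 replicate 3 (adjusted p = 0.052 from limma), without sua7-1 replicate 4 (0.072) or without WT replicate 3 (0.083). Of 12 translation factor genes, 11 rose and none fell (11 adjusted over the list alone), 91.7% against 74.5% of the other genes (Fisher's exact test, p = 0.31; camera, adjusted p = 0.67, and adjusted p = 0.86 with an estimated correlation). SUP35, the release factor eRF3, and GCD11, a subunit of eIF2, had log2 fold changes of 4.18 and 4.00, and DED1 had -0.01. Of 8 ribosome biogenesis genes, 7 rose (7 adjusted over the list alone; camera, adjusted p = 0.68), with CBF5, the pseudouridine synthase, at a log2 fold change of 3.71 and DBP2, an RNA helicase, at -0.42.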

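Every list with at least 5 measured genes had rises in the mutant. None of the 10 lists differed from the other genes by camera after adjustment (adjusted p from 0.25 to 0.68), and 1 had an unadjusted p under 0.05. With an estimated correlation the adjusted p from camera was 0.86 for each list. These estimates ran from 0.317 to 0.826, and from -0.184 to 0.141 once libraries were divided by their median RTI. At estimates as high as the former, camera can miss a real difference. All 13 measured chaperone and heat shock genes rose and none fell (13 adjusted over the list alone; Fisher's exact test, p = 0.044, adjusted p = 0.44; camera, p = 0.025, adjusted p = 0.25). They ranged from CPR1 down to YDJ1, an Hsp40 gene with a log2 fold change of 2.16, whose call was lost without sua7-1 replicate 3 (adjusted p = 0.085 from limma), WT replicate 2 (0.051) or WT replicate 3 (0.069). Of 16 genes of amino acid and one-carbon synthesis, 12 rose, among them THR4 (log2 fold change 4.61) and GDH1, glutamate dehydrogenase (4.04), and ARO8 fell, a call that was lost without sua7-1 replicate 2 (adjusted p = 0.34 from limma) and with limma's trend and robust options (adjusted p = 0.12). Of 9 genes of glycolysis and fermentation, 6 rose, among them the alcohol dehydrogenase genes ADH1 (4.18, with similar copies that may share reads) and ADH3 (3.56), and GPM1 fell. Of 16 genes of cell wall and secreted proteins, 11 rose, with UTH1 at 3.72, and CCW12, a mannoprotein gene, also rose (5.02, adjusted p = 0.0065 from limma), with an RTI of 0 to 0.118 in the WT libraries and 0.0714 to 0.889 in the mutant libraries, a call also lost with the trend and robust options (adjusted p = 0.078). Of 6 histone genes, 5 rose, with HTB2 at 3.03, and HTA2 had 1.74 without passing the test (adjusted p = 0.12 from limma), though it passed without WT replicate 1 (adjusted p = 0.00014). Of 7 membrane transporter genes, 4 rose, with the glucose transporter HXT1 at 2.34, and FCY2, a purine-cytosine permease, had 0.49 (adjusted p = 0.35 from limma). Of 5 ergosterol genes, 4 rose, among them NCP1, the P450 reductase, with an RTI of 0.237 and 0.363 in sua7-1 replicates 2 and 4 and of 0.0323 ± 0.0260 (SD, n = 4) in WT, and ERG10 had 0.76 (adjusted p = 0.34 from limma), which passed without sua7-1 replicate 2 (adjusted p = 0.021). Of 3 genes of mitochondrial respiration, 2 rose. The counts of rises and falls were equal when adjusted over each list alone. Each library was also divided by its median RTI, which by construction takes the shift of the whole library out of each gene. The list medians were then above 0 for chaperones (0.68), histones, translation factors and ergosterol genes. They were below 0 for the other lists, down to -1.28 for transporters, and YDJ1, HTB2, HXT1, FCY2 and ERG10 lay below 0. The median of all genes was then -0.20, so that ribosome biogenesis genes (-0.045) and HTB2 lay below 0 but above the median of all genes. The chaperone list then passed camera (adjusted p = 0.023, and adjusted p = 0.027 with a correlation estimated on the divided values, a run added after the data were seen). In that added run the histone list passed camera too (adjusted p = 0.0025), at an estimated correlation of -0.184 from few genes.

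**Figure D3:**
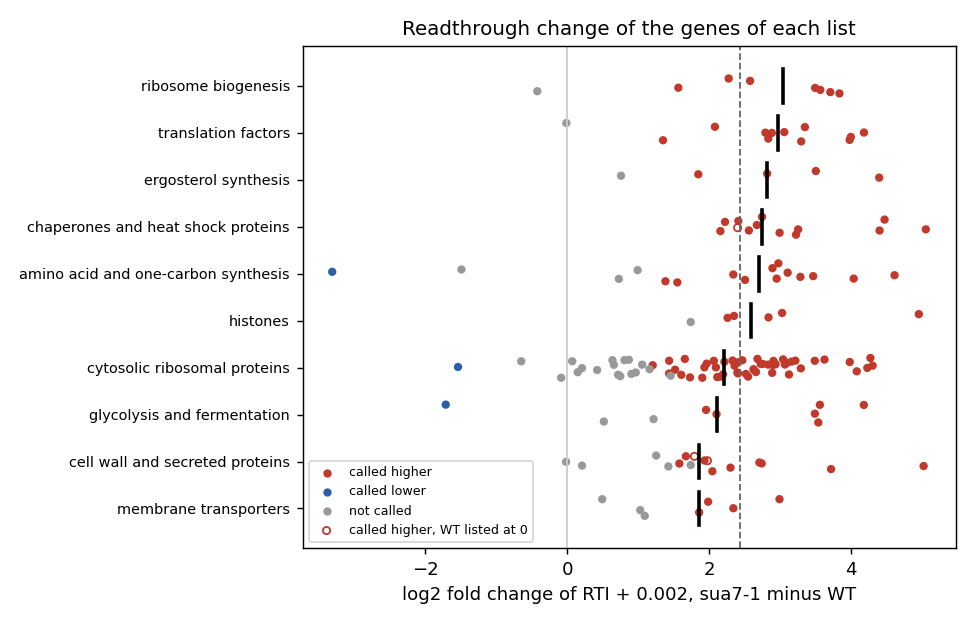
Log2 fold change of RTI + 0.002 between sua7-1 and WT (horizontal axis) for the measured genes of each list (rows). Points are genes coloured by their call, open points are genes whose WT libraries are all listed at 0, black bars are list medians, and the dashed line is the median of all 337 genes, 2.44. The list medians lie between 1.86 and 3.04. Once each library is divided by its median RTI, which takes out the shift of all genes, those of some lists, such as transporters (-1.28), lie below 0. The median of all genes is then -0.20.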

### TFIIB’s interaction with termination factors is diminished in the termination defective mutant

Having established the role of TFIIB in termination of transcription of nearly three-fourths of analyzed genes in budding yeast, we next investigated the mechanism underlying the role of the factor in termination. We hypothesized that TFIIB may affect termination directly by interacting with the termination factors and regulating their activity at the 3’ end of genes or indirectly by affecting CTD-serine-2 phosphorylation which in turn facilitates the recruitment of termination factors. Our recently published results favored the first possibility (O’Brien and Ansari, 2024). We demonstrated interaction of TFIIB with all three termination complexes of yeast; CPF, CF1 and Rat1, in the TFIIB^*WT*^ strain. The interaction with CF1 and Rat1 complexes was observed exclusively in the chromatin context, thereby suggesting that the interaction occurred only during transcription. We reasoned that if the TFIIB-termination factor interaction is linked to a TFIIB-mediated effect on termination, then interaction of TFIIB with the termination factors will be reduced in the termination defective TFIIB^*sua7-1*^ strain. We therefore affinity purified TFIIB from TFIIB^*sua7-1*^ cells. Purification was performed from both chromatin and soluble fractions as described in O’Brien and Ansari (2024). Affinity purified fractions were subjected to mass spectrometry. A quantitative proteomic approach was followed to analyze mass spectrometry data (Paoletti et al., 2006; Zybailov et al., 2006). The relative abundance of a termination factor in a purified TFIIB sample was quantified by dividing the SAF value of the factor with that of TFIIB to get the TFIIB-normalized spectral abundance factor (BNSAF). The data presented here is the result of four independent replicates. Comparison of the BNSAF values revealed that the interaction of TFIIB with Rna14, Rna15, Pcf11 and Clp1 subunits of CF1 complex as well as Rat1 and Rai1 subunits of Rat1 complex exhibited a statistically significant decline of about 70–90% in TFIIB^*sua7-1*^ compared to TFIIB^*WT*^ cells (Figure 4B). Interaction with subunits of CPF complex also registered a drop in the mutant, but it was not statistically significant due to higher sample-to-sample variability (Figure 4B). We next checked if interaction of TFIIB with GTFs is similarly negatively impacted in the mutant. Contrary to the expectation, TFIIB interaction with subunits of TFIID, TFIIA and TFIIF exhibited an increase in TFIIB^*sua7-1*^ compared to TFIIB^*WT*^ cells, but the difference in BNSAF value between TFIIB^*sua7-1*^ and TFIIB^*WT*^ cells was statistically not significant (Supplementary Figure 3). The termination defective TFIIB^*sua7-1*^ mutant therefore exhibits a selective diminution in interaction with termination factors. These results suggest that TFIIB either helps in the recruitment of termination factors or stabilizes their recruitment at the 3’ end of genes.

### Recruitment of termination factors at the 3’ end of genes is compromised in the termination defective mutant

To further probe the role of the TFIIB-termination factor interaction in termination, we checked the recruitment of all three termination complexes at the 3’ end of *BLM10*, *HEM3*, *KAP123* and *SUR1*. These four genes were selected because their next neighboring gene on the same strand is more than 500 bp away and they exhibit a termination defect in TFIIB^*sua7-1*^ cells (Figure 1). The recruitment of the CPF complex was monitored in terms of its Pta1 subunit, of CF1 complex in terms of its Rna15 subunit and of Rat1 complex using its Rat1 subunit. All three subunits were tagged at their C-terminus by an HA-epitope and their recruitment at the 3’ end of *BLM10*, *HEM3*, *KAP123* and *SUR1* was examined in TFIIB^*sua7-1*^ and TFIIB^*WT*^ cells employing the ChIP approach. ChIP signal for each factor was normalized with the input signal and then with the RNAPII signal at the site. As expected, all three factors, Pta1, Rna15 and Rat1 were localized at the 3’ end of genes in TFIIB^*WT*^ cells (Figure 5B, 5C and 5D, blue bars). In TFIIB^*sua7-1*^ cells, however, the recruitment of all three factors registered a drop of nearly 90% (Figure 5B, 5C and 5D, red bars). The decrease in 3’ end crosslinking was statistically significant as the observed *p*-value in every case was less than 0.05 (Figure 5B, 5C and 5D). A possible interpretation of these results is that TFIIB is either required for the recruitment of the termination factors or for stabilization of their association with the 3’ end of genes or both. The possibility of TFIIB enhancing the exoribonuclease activity of Rat1 thereby expediting the dissociation of the elongating polymerase from the template, however, still cannot be ruled out.

## Discussion

The role of the initiation step in transcription of a gene is well established. It is generally, however, not appreciated that the termination step is just as vital for efficient transcription of a gene. The generally accepted view is that transcription termination in budding yeast requires three multiprotein complexes; CF1, CPF and Rat1 complexes (Mischo and Proudfoot, 2013; Baejen et al., 2017). We show here that the general transcription factor TFIIB is also involved in termination of transcription on a genome-wide scale in budding yeast. Our conclusion is based on four crucial observations. First, TFIIB crosslinks to the 3’ end of a number of transcriptionally active genes in wild type cells but not in TFIIB^*sua7-1*^ mutant (Singh and Hampsey, 2007). Second, RNAPII reads through the termination signal in TFIIB^*sua7-1*^ mutant. The mutant exhibits a statistically significant increase of two-fold or more in RTI over the TFIIB^*WT*^ cells for at least 74% of genes analyzed in our study (Figure 2B). Third, TFIIB interacts with subunits of CF1 and Rat1 3’ end processing-termination complexes in wild type cells. In the termination defective TFIIB^*sua7-1*^ mutant, there was a statistically significant reduction in TFIIB interaction with termination factors (Figure 4), suggesting that the TFIIB-termination factor interaction may be crucial for efficient termination. Fourth, recruitment of Pta1, Rna15 and Rat1 termination factors at the 3’ end of genes registered a nearly 90% decline in TFIIB^*sua7-1*^ mutant over TFIIB^*WT*^ cells (Figure 5). The overall conclusion of these results is that TFIIB is involved in termination of transcription of nearly three-fourths of genes analyzed in this study in budding yeast.

TFIIB, however, is not an essential termination factor like Pcf11 and Ysh1 subunits of CF1A and CPF complexes respectively. In TFIIB^*sua7-1*^ mutant, there was no complete loss of termination as was observed upon nuclear depletion of Pcf11 and Ysh1 (Baejen et al., 2017). Despite the higher GRO-seq signal downstream of the poly(A)-site, the smooth descending polymerase signal was preserved in the mutant. A logical interpretation of these results is that termination still occurs in the mutant, but a significant number of polymerase molecules are unable to recognize the poly(A) signal and read through into the downstream region. These results are in agreement with the termination factors ChIP data that found 3’ end recruitment of all three termination complexes decreasing by about 90% in TFIIB^*sua7-1*^ mutant. A recent genome-wide analysis carried out in mammalian cells also reported polymerases being unable to read the termination signal in the absence of functional TFIIB in the cell (Santana et al., 2022). This study performed PRO-seq upon nuclear depletion of TFIIB and found a majority of polymerases reading through the termination signal. The extent of readthrough in the absence of TFIIB in this case was comparable to that observed upon nuclear depletion of Pcf11 and Ysh1 in yeast (Baejen et al., 2017). It is quite possible that the point mutation in TFIIB^*sua7-1*^ affects some aspects of termination, but the mutant TFIIB still retains interactions that allow it to facilitate termination, though with reduced efficiency. It will be interesting to look at the termination phenotype in yeast cells that are depleted of TFIIB in the nucleus by the anchor away approach. These results also demonstrate that the termination function of TFIIB has been conserved during evolution.

It is possible that the termination defect observed in TFIIB^*sua7-1*^ mutant is an indirect effect of the mutation on termination through defective initiation or elongation, and not due to the direct involvement of TFIIB in termination. The evidence, however, support TFIIB’s direct involvement. First, the mutant form of TFIIB is indistinguishable from the wild type counterpart in terms of its ability to initiate transcription *in vitro* (Cho and Buratowski, 1999). Second, the GRO-seq profile presented here shows almost identical signals in the open reading frame in TFIIB^*WT*^ and TFIIB^*sua7-1*^ cells, thereby suggesting that initiation and elongation steps are not adversely affected in the mutant *in vivo* (Figure 2). Third, TFIIB physically interacts with the termination factors and this interaction is compromised in TFIIB^*sua7-1*^ mutant (Fig. 4). Fourth, TFIIB crosslinks to the 3’ end of genes in the TFIIB^*WT*^ cells but not in the termination defective TFIIB^*sua7-1*^ mutant (Singh and Hampsey, 2007).

TFIIB may affect termination either directly by interacting with termination factors and facilitating or stabilizing their recruitment at the 3’ end of genes or indirectly by influencing CTD-serine-2 phosphorylation. Our results favor a direct role for TFIIB in termination for two reasons. First, TFIIB crosslinks to the 3’ end of genes during transcription. Second, TFIIB exhibits physical interaction with subunits of CF1 and Rat1 termination complexes in the context of transcriptionally active chromatin. These interactions are compromised in the termination defective TFIIB^*sua7-1*^ mutant. The mammalian study demonstrating the TFIIB termination defect concluded that this defect observed in the absence of TFIIB was an indirect effect of an elongation defect due to excessive incorporation of P-TEFb on chromatin in the absence of TFIIB (Santana et al., 2022). However, the study never checked the presence of TFIIB at the 3’ end of genes or interaction of mammalian TFIIB with termination factors. An independent study, however, revealed that mammalian TFIIB, like its yeast homolog, also interacts with CstF-64, which is the mammalian homolog of yeast Rna15 (Wang et al., 2010). Furthermore, TFIIB-CstF-64 interaction was found to be crucial for termination of transcription in this study. These results corroborate the crucial role of TFIIB-termination factor interaction in termination of transcription. An independent study demonstrated the role of P-TEFb in regulating exoribonuclease activity of Xrn2, which is the mammalian counterpart of Rat1, in driving termination (Sanso et al., 2016). The interaction of TFIIB with Rat1 may similarly stimulate Rat1 activity leading to efficient termination.

Apart from the termination defect, the *sua7-1* mutant used in this study, also exhibits other phenotypes related to transcription. The transcription start site selection is altered in this mutant. The mutant is also defective in gene looping, which is the interaction of the promoter and terminator regions of a gene in a transcription-dependent manner (Singh and Hampsey, 2007). Previous results from our lab have shown that a gene loop is formed by the interaction of promoter-bound TFIIB with the termination factors occupying the 3’ end of genes (El Kaderi et al., 2009; Mayer et al., 2010; Medler et al., 2011). All gene looping defective mutants that we have analyzed so far in yeast are also defective in termination (Medler et al., 2011; Mukundan and Ansari, 2013; Al-Husini et al., 2013). Thus, TFIIB’s role in termination may be linked to its ability to facilitate gene loop formation. In fact, TFIIB-mediated gene looping has been found to affect alternative 3′ end processing, which is the selection of transcription termination site at the 3’ end of a gene in budding yeast (Lamas-Maceiras et al., 2016). A similar role of gene looping in alternative 3′ end processing was recently demonstrated in mammalian cells (Terrone et al., 2022). These results suggest that the role of TFIIB at the 3’ end of genes is not restricted to facilitating termination but may also involve selection of the transcription termination site from among multiple poly(A) sites present at the 3’ end (Al-Husini et al., 2020). Overall, this study serves as a paradigm for studying the broader role of TFIIB in the transcription cycle in higher eukaryotes. The study also opens up avenues for investigating the broader role of factors involved in different steps of the transcription cycle in the overall process of transcription and cotranscriptional RNA processing.

## Methods

### Yeast Strains

Yeast strains (*Saccharomyces cerevisiae*) used in this study are BY4733 with genetic background *MATα his3Δ200 trp1Δ63 leu2Δ0 met15Δ0 ura3Δ0*. All subsequent strains used were derived from BY4733. Supplementary Material S1 lists all strains used in this study along with their genotype.

### Protein purification from soluble and chromatin fractions

Purification of TFIIB from soluble and chromatin fractions was performed exactly as described in O’Brien and Ansari (2024). Analysis was performed on four biological replicates, utilizing chromatin and soluble fractions obtained from *S. cerevisiae* strain *sua7-1-HA* (WA158; Supplemental Material S1).

### Mass spectrometry and quantitative analysis

Mass spectrometric analysis was performed as described in O’Brien and Ansari (2024). Analysis was performed with four biological replicates, utilizing chromatin and soluble fractions obtained from *S. cerevisiae* strain *sua7-1-HA* (WA158; Supplemental Material S1) in conjunction with *wild-type* data obtained in O’Brien and Ansari (2024).

### GRO-Seq

GRO-seq was performed essentially as described in O’Brien et al., (2023). Nascent, isolated RNA obtained using GRO-Seq was obtained from three biological replicates of *S. cerevisiae* strains *sua7-1* and *wild-type* (WA 304 and *BY4733*; Supplementary Material S1).

### GRO-Seq analysis

GRO-Seq samples were first stripped of adapter sequences using cutadapt. 3’ end reads were then aligned to the yeast s288c genome downloaded from SGD (version R64-3-1). To determine the readthrough index, we used the 3’ end annotations from SGD for mRNAs in YPD media. For each mRNA, we filtered the mRNAs to include only mRNAs whose 3’ end are at least 500 nucleotides from the next gene on the same strand. Next, we selected mRNAs that were at least 500 nucleotides in length or longer, and whose expression values were at least 1 read per nucleotide. We then calculated the readthrough index as the ratio of reads in a downstream window (50 to 500 nucleotides after the 3’ end) divided by an upstream window (−500 to −50 nucleotides in front of the 3’ end) (Baejen et al., 2017). To determine which mRNAs showed changes in readthrough index in the mutant (*sua7-1*), we compared the replicate readthrough index values from *WT* and mutant and used a 1-sided T-test (we ensured readthrough indices were measured in a minimum of five biological samples, with at least two from wild type and at least two in mutant). A criterion of a *p*-value less than 0.05 and a log2 fold change greater than 2 were used to determine which mRNAs showed termination defects.

To generate the metagene plot of the 3’ end, we filtered the mRNAs to include only mRNAs whose 3’ end are at least 500 nucleotides from the next gene on the same strand. Next, we selected mRNAs that were at least 500nt in length or longer, and whose expression values were at least 1 read/nt. For each mRNA, levels were normalized to the average read density in the CDS. The CDS normalized RNA levels were then averaged and plotted in a window from −200 nt before the 3’ end to +200 nt after the 3’ end. Outside lines represent standard error.

### TRO assay

Transcription Run-On assay was performed essentially as described in Dhoondia et al., (2017). Nascent, isolated RNA gathered using TRO was obtained from three biological replicates of *S. cerevisiae* strains *sua7-1* and *wild-type* (WA304 and *BY4733*; Supplementary Material S1). Primers used in TRO are described in Supplementary Material S2.

### ChIP

ChIP method and analysis was performed essentially as described in Dhoondia et al., (2021). Analysis was performed with three biological replicates, utilizing DNA obtained from ChIP of *S. cerevisiae* strains (Supplementary Material S1) harboring Pta1-HA (WA167/*wild-type* and WA383/*sua7-1*), Rat1-TAP (WA318/*wild-type* and WA384/*sua7-1*), and Rna15-TAP WA143/*wild-type* and WA386/*sua7-1*). Primers used in TRO are described in Supplementary Material S2.

## Figures and Tables

**Figure 1:**
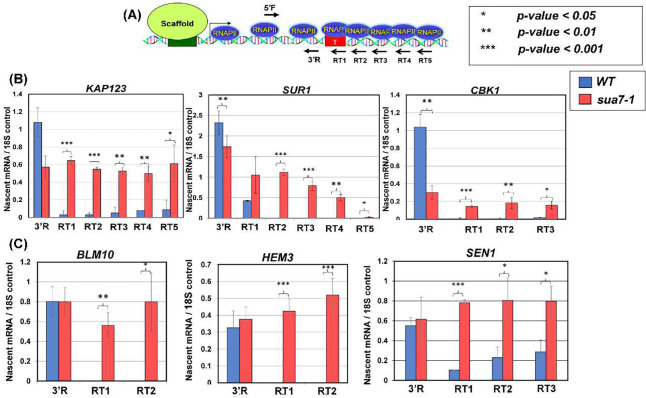
TRO shows a transcription termination defect for six genes in the sua7-1 mutant. **(A)** Schematic depiction of a gene showing the actively transcribing RNA polymerase II and positions of primers used for cDNA synthesis following TRO procedure. Primers are depicted with arrows; primers within the gene body are primers 5’F and 3’R whereas primers RT1–5 are downstream of the terminator region. **(B, C)** Quantification of RNA levels detected following TRO analysis in in wild type and sua7-1 mutant cells. Results shown here are from three biological replicates. RT-PCR signal is represented as nascent mRNA signal compared to 18S control. RT reactions performed with individual primers as shown in diagram. PCR reaction performed with primer pair 5’F/3’R. p-values are a result of a standard t-test. Error bars represent standard deviation.

**Figure 2:**
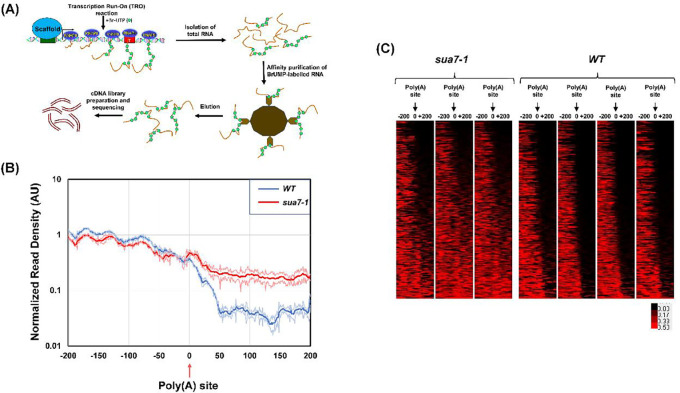
GRO-seq demonstrates a genome-wide defect in transcription termination in the sua7-1 mutant. **(A)** Schematic showing the major steps of the GRO-seq approach, culminating in a sample prepared for sequencing. (**B)** Metagene plot of normalized read densities. WT and sua7-1 normalized read densities are plotted from −200 nt upstream of poly(A) site to +200 nt downstream of poly(A) site. Thick/center lines are the average normalized read densities. Upper and lower (light colored) lines represent standard error. Data is from three biological replicates. **(C)** Heat map shows GRO-seq signal of the same set of 337 genes in all three replicates arranged from top to bottom in order of increasing terminator readthrough phenotype in TFIIB^sua7-1^ cells. For each gene, the change in GRO-seq signal in TFIIB^sua7-1^ and TFIIB^WT^ cells is indicated according to the red/black scale.

**Figure 3:**
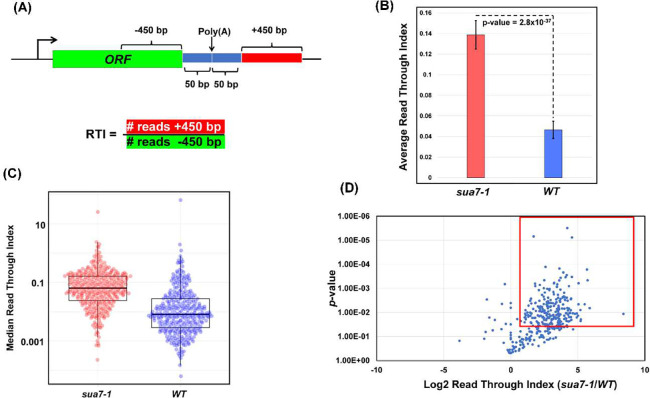
A majority of genes have an increased Read Through Index in sua7-1. **(A)** Schematic representing calculation of Read Through Index (RTI) for individual genes. RTI is calculated from number of reads +450 bp divided by number of reads −450 bp. **(B)** The average Read Through Index of all analyzed genes in sua7-1 and WT cells. Data represented is from three biological replicates and p-value obtained from standard 2-sided, paired t-test. **(C)** Median Read Through Index for all analyzed genes in sua7-1 and WT cells represented as a box and whisker plot. The middle line represents the median value of the corresponding RTI. The top and bottom lines represent the upper and lower quartiles. Data is represented from three biological replicates and p-value obtained from standard 2-sided t-test with unequal variance. n=337 is the total number of analyzed genes. **(D)** The log2 RTI ratio of sua7-1/WT is plotted on the x-axis with p-value plotted on the y-axis. All genes analyzed are plotted as blue dots. The outlined red window contains all genes that display at least a 2-fold increase in RTI ratio of sua7-1/WT while simultaneously having a p-value less than 0.05. Data is represented from three biological replicates and p-value obtained from standard 1-sided t-test with unequal variance.

**Figure 4:**
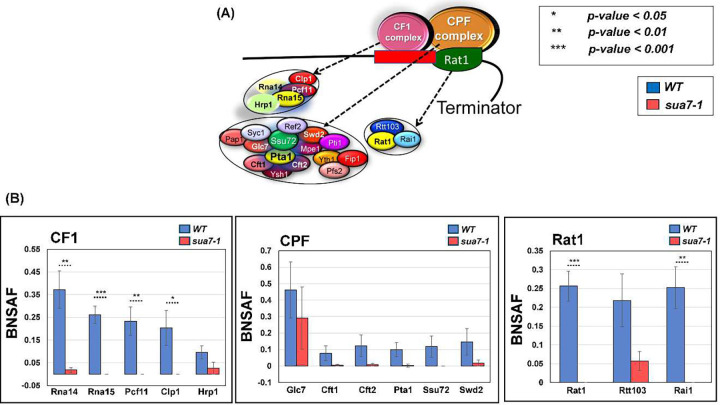
TFIIB-termination factor interactions are compromised in sua7-1 mutant. **(A)** Diagram of the three major termination complexes in S. cerevisiae and their corresponding subunits. **(B)** BNSAF values of termination factors, grouped by corresponding complexes in sua7-1 and WT cells. Data is from 4 biological replicates. P-values obtained from a standard, paired t-test. Error bars represent one unit of standard error based on four biological replicates.

**Figure 5:**
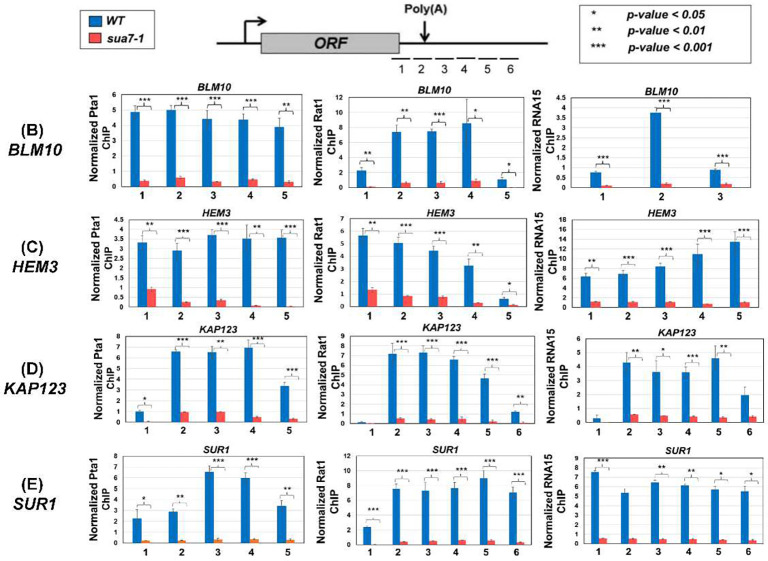
Termination factor occupancy is reduced at the 3’ end of genes in sua7-1 mutant. **(A)** Schematic depicting the primer locations for examining occupancy of termination factors on the terminator region and regions directly flanking the terminator in reference to a gene/ORF. **(B, C, D, E)** ChIP signal for each factor was normalized with the input signal and then with the RNAPII signal in the region. ChIP signal for Pta1, Rat1, and Rna15 at and around the terminator region is significantly decreased in sua7-1 compared to wild type cells for the genes BLM10, HEM3, KAP123, and SUR1. p-values were calculated by standard two-tailed t-test. Error bars represent one unit of standard error based on three biological replicates.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD041878 and 10.6019/PXD041878. Statistical source data is provided with this article. All other relevant data that support this study is available from the corresponding author upon reasonable request. The GRO-Seq data has been deposited in NCBI database. The NCBI Geo accession number is: GSE259240.

How the deposited data were processed for this re-analysis (not part of the article)

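GRO-seq, which sequences RNA newly made by engaged polymerases in a run-on reaction, was performed by the authors on budding yeast carrying the sua7-1 allele of the TFIIB gene and on WT cells. The data analysed were the readthrough indices of 3 sua7-1 and 4 WT libraries. The paper's methods name 3 biological replicates of each strain, and nothing in the sources used here says which of the 4 WT libraries these are or whether all 4 came from separate cultures, so p-values measure the spread between these libraries, which may be technical. The authors trimmed adapters with cutadapt and aligned reads to S288C, release R64-3-1 by the paper's methods and R64 by the submitters' processing notes; the aligner is not given in the sources used here. They counted reads in a window from 50 to 500 nt after the annotated mRNA 3' end and in the mirror window before it, and deposited the ratio of both counts, the RTI, for each gene and library. They kept genes with an RTI in at least 5 libraries, at least 2 of each strain, which all 337 genes meet. The deposited table also holds the authors' mean ratio per strain, a log2 ratio, which was recomputed from the means because some of its cells hold text, and a p-value per gene. The authors' deposited p-value equalled, within 1e-06, the one-sided p-value of an equal-variance test taken in the direction of each gene's own difference in all 337 genes, and the one-sided p-value with unequal variance, higher in the mutant, in 2.

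The RTI is a ratio within a library, so the library size cancels, but the read numbers behind it are lost. Depth is therefore unknown, no counting interval or count test was made, and the tests planned on window counts, upstream level and downstream level were not run. A second part of the table repeats 166 rows of the 337 genes and adds 2 rows of RPS18A, which were kept out of the tests. No column of values lacked a sample.

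Gene positions came from the R64 annotation of the reference supplied, which is a later annotation release than the paper's; 331 genes (98.2%) matched by systematic name. Distances to neighbours were measured from the stop codon, since the mRNA 3' ends used by the authors were not used here.

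Library means, medians and shares of genes were compared by exact permutation of the 7 libraries (35 splits). Genes were tested with limma 3.58.1 in R 4.3.3 on log2(RTI + 0.002) with strain as the only factor. A gene was called at a log2 fold change beyond 1 and a Benjamini-Hochberg adjusted p under 0.05. Of 13 gene lists, the 10 with at least 5 measured genes were tested with camera (in its preranked form, since the data have missing values, with an inter-gene correlation of 0.01), with an estimated correlation and fry over the 286 genes that have a value in every library but WT replicate 4, and with Fisher's exact test. None of the 12 transcription and termination factor genes listed was measured. Correlations across genes used 100000 permutations. Other statistics were computed in Python 3.11.15 with scipy 1.17.1 and numpy 2.4.6. On simulated data with the spread of the real libraries and 200 of 337 genes changed, limma called 57.4% of genes changed by 1.5 on the log2 scale, 87.3% of those changed by 2.5, 96.1% of those changed by 3.5 and 63% of those changed by -2.5, and 1.91% of the calls were false. The simulated noise was drawn independently for each gene and library. Shifts shared by the genes of a library were left out, so the share of false calls does not cover them.

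Genes were named by a rule set before the data were examined: every gene the paper names that was measured; of the genes that rose with every mutant library above every WT library, the 10 with the largest change and the 10 with the smallest adjusted p; every gene that fell; and of each list the 2 genes with the largest and the 1 with the smallest change. Other genes whose values are given are marked as chosen after their values were seen, apart from RPS18A, the only gene listed outside the 337. Alternatives were other pseudocounts (0.0005 and 0.01), filters on genes, zeros taken as missing, limma's trend and robust options, the study's own rules, libraries divided by their median RTI, a replicate block and each library left out in turn. Alternatives chosen after the data were seen left out ARO2, left out the genes with a same-strand gene within 500 nt of the stop codon, used the authors' deposited p-values, or divided libraries by their median RTI for the genes named and for camera with an estimated correlation.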

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

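The test of ARO2 and of the library means and the comparison of neighbours without ARO2 were chosen after the results were seen, and the other tests before. WT replicate 4 stands apart from the other WT libraries in the number of genes with an RTI: 38, against 325, 334 and 336 (gap of 0.963 of the range, where 0.829 is the limit for 4 libraries). Of 12 groups of 4 WT values tested in this way, 1 was beyond the limit, and chance gives about 1 in 20. Over the 33 genes measured in every library, the median RTI of WT replicate 4 was 0.0175, within the WT range of 0.00420 to 0.0178. All of these 33 genes but TRX1 lie on the forward strand, so they do not stand for genes of both strands.

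RPS18A (YDR450W), a ribosomal protein gene outside the 337, is listed in 2 further rows with an RTI of 0.00996, 0.0354 and 0.0279 in the mutant, a mean of 0.0244, and of 0.00205 and 0.0020 in WT replicates 2 and 3. The rows differ in WT replicate 1, with 0.00606 in one and no value in the other.

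The first pattern weighed is that the mean RTI over 337 genes did not separate the strains. Without ARO2, the two-sided exact permutation p of the difference was 0.029, so the overlap of the strains rests on this gene. Of the genes with an abundant convergent neighbour within 500 nt, 10 in number with ARO2 among them, the mean log2(RTI + 0.002) in WT was 0.561 above that of 210 others (95% interval -1.18 to 3.45), but without ARO2 that of the other 9 lay below theirs, at a difference of -0.80 (95% interval -1.34 to -0.20). A higher RTI beside such neighbours was thus not seen in these 9 genes as a set. Whether reads of RPL9A may enter the downstream window of ARO2 itself stayed open. The paper describes GRO-seq as strand-specific, and counting by strand would leave out reads of a convergent gene. Its methods do not say whether the windows were counted by strand. Whether the whole-number ratios of ARO2, such as 45 and 81, stem from an upstream window with very few reads also stayed open. The paper's limit on reads per nucleotide of coding region would be hard to reconcile with so few reads. No biological explanation was tested.

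The second pattern is that the RTI was higher for most genes of a mutant library at once. Of the 35 splits of the libraries into 3 and 4, only the real one called as many as 253 genes higher, the highest of the others being 3. This is a share of 0.029 of the splits, the smallest that 35 allow. Splits that mix the strains carry the strain difference in their spread, so the gap to 3 does not measure how rare the count is. For the 3 genes that fell the splits decide nothing: 3 of 35 called as many lower, the highest of the others being 246, but both others set 3 WT libraries against the rest, where the genes that rose count as lower, and the remaining splits called 0 genes lower. Across 321 genes the difference between WT replicates 1 and 2 had a Spearman correlation of 0.420 (95% interval 0.315 to 0.518) with the difference between the mutant and WT replicate 3. A cause that acts on whole libraries may thus share in which genes moved most. The correlation cannot tell this from genes that differ more than others between any libraries, for instance through their level of RTI. It does not measure the size of the change, and every mutant median (0.0414 to 0.0850) lay above every WT median (0.00349 to 0.0150). The strain itself, the biological explanation that the design gives, remains open. The number of gene lists that differed from the others was 0 (limma fit with camera; 1 at an unadjusted p under 0.05, and 0 with an estimated correlation), a count that all 35 splits reach, with 1 as the highest of the others, so it tests nothing.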

How the results depend on the processing

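The alternatives that left out ARO2 or genes with a near same-strand gene, or used the deposited p-values, or divided libraries by their median for single genes or with an estimated correlation, were chosen after the data were seen, and all others before. The sua7-1 minus WT difference in mean RTI was 0.0755 and did not pass the test; it passed over genes measured in all 7 libraries (0.111), without genes above an RTI of 1 (0.0724) and without ARO2 (0.0951), and turned to -0.0245 with genes averaged over libraries first, where ARO2 has most of the weight in WT (80.6% of the summed RTI). Leaving out each library gave 0.0397 to 0.129. The difference in median RTI (0.0555) kept its direction under the alternatives run and ranged from 0.0454 to 0.0672 when each library was left out. The difference in the share of genes with an RTI under 0.01 (-39.8 percentage points) then ranged from -44.8 to -34.9. With all libraries it was -32.0 for an RTI under 0.005 and -46.6 for one under 0.02. Designs with a library left out cannot reach 0.05. By exact permutation, 3 against 3 libraries allow a two-sided p of 0.1 at best and 2 against 4 one of 0.067. The share of genes at exactly 0 differed by -4.16 points (p = 0.17) and by -5.32 to -2.61 with each library left out.

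The replicate numbers did not pair the libraries: same-numbered libraries had correlations of 0.134, -0.023 and -0.025, and 1 of 3 mutant libraries correlated best with its own number. With the replicate block over numbers 2, 3 and 4, 240 genes rose and 3 fell of 302; the difference in median RTI was 0.0571 and that in the share -44.8, where the smallest two-sided p of 3 pairs is 0.25.

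The number of genes that rose was 253, and 213 to 277 with each library left out, with 2 to 4 that fell. The rises were 27 of 33 genes measured in all 7 libraries (0 fell), 21 with libraries divided by their median (57 fell), 164 with a one-sided test of unequal variance and a log2 ratio above 2, 16 with that test adjusted, and 27 by an exact permutation p under 0.05, which only the genes with 7 values can reach; 262 genes had every mutant library above every WT library and a ratio above 2. Falls were 5 with a pseudocount of 0.01 and 5 with zeros as missing. The 33 genes measured in all 7 libraries are fewer by construction, and otherwise the cause was not tested. The lists that passed were 1 with a pseudocount of 0.0005 (chaperones, adjusted p = 0.043 from camera), 1 with libraries divided by their median (chaperones), 2 with that division and an estimated correlation (chaperones, and histones at an estimate of -0.184 from few genes) and 10 by fry, which asks whether a list's genes moved one way and not whether they differ from other genes. Without the division, the chaperone list had an adjusted p = 0.86 from camera with a correlation estimated at 0.602, at which camera can miss a real difference. The ribosomal protein list stayed without a call in the 20 alternatives that compare it with the other genes. The correlation with coding span changed sign with a pseudocount of 0.01 (0.049), was -0.077 with one of 0.0005 and -0.270 over the 32 genes measured in all 7 libraries (permutation p = 0.13), and ranged from -0.051 to 0.0063 with each library left out, past no threshold. Among named genes, DED1 changed sign with the replicate block (0.052) and ranged from -0.50 to 0.48 with each library left out, and ECM33 from -0.36 to 0.34; neither was called in any of these, though DED1 passed as lower with libraries divided by their median (-3.11). Of 40 named genes, 34 passed the test, and 4 of these (RPS12, YDJ1, CCW12 and ARO8) lost the call in at least 1 alternative other than division by library medians. With that division, added for named genes after the data were seen, 16 of the 34 kept their call and 5 genes changed sign: HXT1 (-0.92), FCY2 (-2.79), YDJ1 (-0.50), HTB2 (-0.11) and ERG10 (-1.04). This follows from the construction, which takes the shift of the whole library out of each gene. Not run, for want of read numbers: tests on window counts, upstream and downstream level, level against readthrough, pooled reads and a filter on reads per nucleotide.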

Differences from the paper's values

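The mean RTI over 337 genes was 0.218 in the mutant and 0.142 in WT, a ratio of 1.53, where the paper's values are 0.139, 0.046 and a 3-fold increase. Of the alternatives set before the data were examined, the values came within 1.5 times of the paper's for both strains and the ratio over genes measured in all 7 libraries (0.149, 0.0387 and 3.86) and without genes above an RTI of 1 (0.103, 0.0309 and 3.34); without sua7-1 replicate 2 the mutant value did (0.204), and without WT replicate 1 the ratio did (2.46). With zeros as missing, genes averaged over libraries first, the replicate block and the other libraries left out in turn, they did not. Without ARO2, chosen after the values were seen, the means were 0.139 and 0.0438, or 0.139 and 0.0464 with genes averaged over libraries first, a ratio of 2.99; this drops none of the 248 genes that pass at the authors' deposited p under 0.05 with a ratio above 2. The paper's text does not name an exclusion of ARO2. The paper's medians, 0.063 and 0.008, stand beside 0.0648 and 0.00932 here, and beside 0.0635 and 0.00781 with genes averaged over libraries first.

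The paper's share of genes with a higher RTI is 73.8%, at an unadjusted p under 0.05 and a 2-fold increase; with limma and an adjusted p it was 75.1% here. The p-values of the authors' deposited table with a ratio above 2, a setting chosen after the values were seen, give 248 genes, 73.6% of 337 or 73.8% of the 336 genes without ARO2. The methods section of the paper words the limit as a log2 fold change above 2, at which the deposited p-values give 214 genes (63.5%). The legend of Figure 3D names a one-sided test with unequal variance, by which 191 genes (56.7%) pass here, while the p-values of the authors' deposited table equal those of an equal-variance test taken in the direction of each gene's own difference. In that table 260 genes are under 0.05, of which 7, PDX1 among them, had a lower mean in the mutant.

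The paper states that the genes lie at least 500 nt from the next gene on the same strand. Measured from the stop codon in R64, 28 of the 331 matched genes have such a gene nearer than that, 24 of them protein coding. The paper states that dependence on TFIIB was more pronounced in genes of translation and ribosomal function. Of the ribosomal protein genes 73.1% rose, against 75.6% of the others, while of the translation factors 91.7% rose, against 74.5% of the others (Fisher's exact test, p = 0.31); no list differed from the others by camera after adjustment (1 at an unadjusted p under 0.05). The paper adds that the genes analysed were already rich in ribosomal genes, and it assigns the dependence to no functional category. The paper names 3 biological replicates per strain, and 4 WT libraries were analysed here.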

Other observations

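The difference by orientation of the next gene was found in the data: its 2 tests were set before their own results were seen, but after fold changes by distance to the opposite-strand neighbour and correlations with distances between genes had been seen. Some genes had a lower RTI in the mutant, a direction the paper does not discuss. GPM1 (chromosome XI of R64, 163642 to 164385) had RTI values of 0.0455, 0.0391 and 0.0422 in the mutant and 0.122, 0.183 and 0.130 in WT replicates 1, 2 and 3, and PDX1 had 0.199, 0.188 and 0.209 against 0.271, 0.280 and 0.258 (log2 fold change -0.44, adjusted p = 0.39 from limma). MBF1, a transcriptional coactivator, and AHP1, a peroxiredoxin, had log2 fold changes of -1.21 and -1.53 (adjusted p = 0.055 each from limma). PDX1, MBF1 and AHP1 were chosen after their values were seen.

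Genes followed by a convergent gene had larger changes on the log2 scale than genes followed by a tandem gene. The median log2 fold change was 2.60 over 254 convergent genes and 1.67 over 77 tandem genes, a difference of 0.93 (95% interval 0.26 to 1.30, permutation p = 3e-05 across genes, which are not independent replicates), and 78.7% and 64.9% of them rose. The difference was 0.70 to 1.11 with each library left out. The RTI was lower before convergent genes in both strains, with a median of 0.00667 against 0.0278 in WT and of 0.0502 against 0.121 in the mutant, so that the strains' medians lie further apart before tandem genes on the scale of the RTI itself. One hypothesis is that transcription of the tandem neighbour itself may reach the downstream window: against the 16 tandem genes whose neighbour lies 1000 nt or more away, the difference was 0.015 (95% interval -0.56 to 0.48), as that predicts, with few genes to tell. Another is that genes with a lower starting RTI rise more: after the trend of the fold change on the RTI of WT replicate 1 was removed, the difference was 0.117 (95% interval -0.097 to 0.58, permutation p = 0.39), as that predicts, though the interval also includes 0.3, the size set as the limit. Both remain open, and a biological difference between the orientations was not tested.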
